A study of Homo sapiens with 27 samples.

How the data were processed

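The data come from HCT116 cells, an established human colorectal carcinoma line, into which self-reporting transposons were introduced together with a transposase. A transposon is a DNA segment that a transposase cuts out of a donor plasmid and inserts into the genome. A self-reporting transposon carries a promoter that transcribes across its own end into the neighbouring genomic DNA, so that the position of an insertion can be read from RNA. Per the labels' protocols, cells were kept for 2 weeks in puromycin at 3 µg/ml. RNA was then copied into cDNA with an oligo-dT primer, amplified from inside the transposon, tagmented, amplified again with a primer specific to the transposon and sequenced.

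The 27 libraries form 9 groups of 3 replicates, taken from the sample labels. Wild-type transposon ends were combined with piggyBac transposase (WT_PB), hyperactive piggyBac (WT_hyPB), re-engineered piggyBac (WT_rePB) or re-engineered hyperactive piggyBac (WT_rehyPB). A short transposon was combined with piggyBac (short_PB) or its hyperactive form (short_hyPB). A symmetric transposon was combined with re-engineered piggyBac (sym_rePB) or re-engineered hyperactive piggyBac (sym_rehyPB). The remaining group held the piggyBat transposon with its own transposase (WT_PBat). The labels do not say which changes the words re-engineered, short and symmetric stand for.

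Each library came as 1 list of peaks made by the authors, called separately per sample. The lists have no header. Each row gives chromosome, start, end, strand, width and coverage. The deposited coverage values are of 2 kinds, a sum of coverage over the peak and the maximum coverage, called peak height below, and both are signal that the authors did not scale to library size as far as the values show. No listed peak had a height under 5. A last column holds 1 constant per file. It was taken as the library's total of mapped reads, which no label or header states. The aligner, the peak caller, the genome build and any removal of duplicate reads are not stated either. Peak heights come from PCR reads without molecular identifiers, so they are not counts of independent molecules, and all error estimates that treat them as counts cover counting error only.

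An insertion site was defined as the 5′ edge of a peak in the sense of its strand, shifted by 3 bases on the minus strand so that both strands name the first base of the same 4-base target. This choice was checked on the files. In WT_PB replicate 1, 24682 pairs of peaks on opposite strands met with 5′ edges that overlap by 4 bases, against at most 95 pairs at any other offset within 15 bases. In the same group 15.6% of the 5′ edges of replicate 1 recurred in replicate 2 at the same base, against 0.907% of the 3′ edges. Distinct positions were counted once per library. At most 6 peaks per library lay on chromosome Y and at most 4 on the mitochondrial genome.

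Genes came from NCBI's RefSeq table for GRCh38.p14, which gave positions for 59716 genes, of which 20050 are protein-coding. The files name no build, so their coordinates were checked against this table. The share of sites within 1 kb of an end of a protein-coding gene was 5.81% in WT_PB replicate 1, and it was 3.02% after all sites were shifted by 100000 bases and 2.71% after a shift of 1000000 bases. For WT_PBat replicate 1 the same shares were 15.3%, 4.78% and 3.61%. Positions are therefore reported on GRCh38. No genome sequence and no gene strand were used here. The share of sites on the target sequence, the share near transcription start sites and the share of insertions in the sense of the gene, which were planned, were therefore not computed. In place of the share near start sites, the share within 5 kb of either end of an annotated gene was computed, a measure chosen after the files were seen and called gene-end share below.

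Per library, 4 measures were taken: the log2 number of distinct sites, the share of sites inside an annotated gene (gene share), the gene-end share, and the share of sites also listed in another replicate of the same group (replicate sharing). Effects were differences of group means, averaged over pairs of groups that differ in 1 component only. The hyperactive effect used 4 such pairs, the re-engineering, short-transposon and symmetric-transposon effects used 2 pairs each, and the piggyBat comparison set WT_PBat against WT_PB. Each effect was tested with a two-sided exact permutation test that exchanged labels within pairs of groups. The smallest p these tests can give is 1.25e-05 for the hyperactive effect, 0.005 for the effects with 2 pairs and 0.1 for piggyBat. Benjamini-Hochberg adjustment covered the 20 tests. Whether pairs of groups differed in their effect was tested by exact permutation after removal of the common effect, with adjustment over 16 tests.

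The distribution of sites along the genome was compared in bins of 5 Mb on chromosomes 1 to 22 and X with limma 3.58.1 in R 4.3.3. The model used log2 of sites per bin plus 0.5, scaled to the total of sites, and had a term for the pair of groups and eBayes with a trend. Bins with a mean of at least 5 sites per sample entered, and an adjusted p under 0.05 was the threshold. The procedure was tested on simulated counts drawn from the real bin shares and site numbers, with 100 bins changed about 2-fold. It recovered 90.0%, 100%, 96.0%, 67.0% and 61.0% of the changed bins at the site numbers of the hyperactive, re-engineering, short, symmetric and piggyBat comparisons, and 2.17%, 3.85%, 4.95%, 18.3% and 7.58% of its calls were unchanged bins. Simulated replicates were independent, with a dispersion set at 0.002 that was not estimated from the data. If the real libraries spread more, recovery and false calls look better here than they are. The form of the simulation was changed after its results were seen. In an earlier form the changed bins shifted the shares of all others, and a larger part of the calls for re-engineering were unchanged bins. The values given keep the joint share of the changed bins. With no bin changed it called 9 bins (59 at an unadjusted p under 0.05) at the site numbers of the symmetric comparison and 0 in the others, where 25, 31, 36 and 44 bins had an unadjusted p under 0.05 in the hyperactive, re-engineering, short and piggyBat comparisons. Bins named in the text are the 3 with the largest absolute log2 change in each comparison among those past the threshold and changed in the same direction in every pair of groups. Genes named are, in each group, the 2 protein-coding genes with the most sites summed over replicates among genes hit in all 3. Both rules were set before the data were examined. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

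The alternatives set before the data were examined were each sample left out, the replicate number as a block, the upper part of the peak scores (at or above the median), sites within 100 bp merged, all libraries thinned to the 2814 sites of the smallest, protein-coding genes only, sharing within 100 bp, and for bins a width of 1 Mb, no filter, a prior of 2 sites, voom weights and the median over bins as scale. The windows of 1 kb and 10 kb, planned for start sites, were applied to gene ends. Added after the data were seen were a peak height of at least 10, sharing by overlap of same-strand peaks, sites per 1000000 reads of the file's total, depth matching, averaging of linked libraries, and sharing per pair of replicates with linked pairs left out and linked libraries averaged. For depth matching, each peak of a deeper library kept a binomial share of its height given by the ratio of the smallest total in the pair of groups to its own, and was dropped when under 5. Linked libraries are 2 pairs of replicates that share far more sites than the other pairs of their groups (WT_hyPB replicates 1 and 2, WT_PBat replicates 1 and 3).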

Results

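Insertions of piggyBac-type transposons were mapped in HCT116 cells with wild-type, short or symmetric transposons and with several forms of the piggyBac transposase, and with the piggyBat transposon system. The study's title names the asymmetry of the transposon ends and phosphorylation of the transposase N-terminus as factors under study, and its design text describes a comparison of insertions genome-wide. The files allow a comparison of how many insertion sites were listed, and where in the genome they lay, in 9 groups of 3 libraries.

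The libraries fell into a deep and a shallow set. The file totals, taken as reads, ran from 8204478 to 9532926 in WT_PB, from 9027487 to 9749822 in WT_hyPB, from 11383590 to 12051190 in WT_rePB and from 8118085 to 9364852 in WT_rehyPB. They ran from 179014 to 210694 in short_PB, from 241556 to 256608 in short_hyPB, from 234082 to 255694 in sym_rePB, from 225962 to 245870 in sym_rehyPB and from 142666 to 179740 in WT_PBat. No shallow library reached the total of any deep one, so that depth and transposon type cannot be separated by the totals alone. The mean number of distinct sites was 401738 ± 48195 (SD, n = 3) in WT_PB, 424836 ± 24675 in WT_hyPB, 554208 ± 14456 in WT_rePB and 376588 ± 46407 in WT_rehyPB (SD, n = 3 each). It was 9145 ± 103 in short_PB, 7281 ± 335 in short_hyPB, 3056 ± 213 in sym_rePB, 4107 ± 408 in sym_rehyPB and 7652 ± 1066 in WT_PBat (SD, n = 3 each). Per 1000000 reads of the file total, the groups were closer, with 44228 ± 1819 sites in WT_PB, 45395 ± 1017 in WT_hyPB, 47414 ± 842 in WT_rePB, 43049 ± 2261 in WT_rehyPB, 48122 ± 3812 in short_PB, 29098 ± 493 in short_hyPB, 12494 ± 1141 in sym_rePB, 17509 ± 945 in sym_rehyPB and 48801 ± 509 in WT_PBat (SD, n = 3 each).

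**Figure D1:**
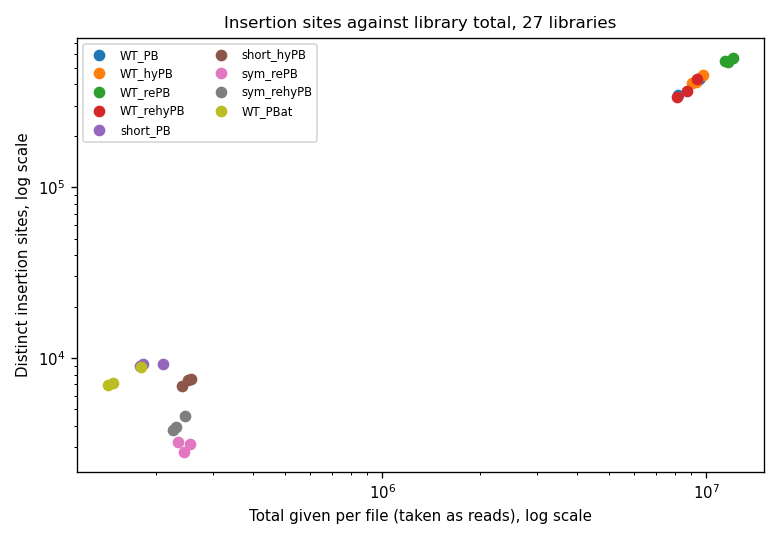
Distinct insertion sites (log axis) against the total given in each file, taken as reads (log axis), with 1 point per library coloured by group. The 12 libraries with wild-type piggyBac ends sit between 336333 and 570362 sites, and the 15 other libraries between 2814 and 9212.

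The effect of the hyperactive transposase was measured over 4 pairs of groups, with wild-type, short and symmetric transposons and with and without re-engineering. The number of sites did not differ detectably (−0.10 on the log2 scale, exact permutation p = 0.33, adjusted p = 0.366). The pairs moved apart, by 0.09 for WT_hyPB against WT_PB, −0.56 for WT_rehyPB against WT_rePB, −0.33 for short_hyPB against short_PB and 0.42 for sym_rehyPB against sym_rePB. Of the alternatives, matching the depth moved this effect most, to −0.18. The gene share changed by −0.58 percentage points (exact permutation p = 0.058, adjusted p = 0.0892), which is not past the threshold. The gene-end share was higher with the hyperactive transposase by 1.73 percentage points (exact permutation p = 0.000113, adjusted p = 0.00225), and it was higher in each of the 4 pairs, by 1.13, 1.46, 3.65 and 0.69 points in the order above. In the last of these pairs the group means of 46.2% ± 1.39 and 46.9% ± 0.11 (SD, n = 3) differed by less than the spread between replicates. The effect on the gene-end share ranged from 1.49 to 2.02 points over the alternatives and stayed past the threshold in each of them.

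The effect of re-engineering the transposase was measured with wild-type ends, in the parental and the hyperactive background. The number of sites rose by 0.15 on the log2 scale on average, which is not detectable in this design (exact permutation p = 0.26, adjusted p = 0.306). It rose by 0.47 for WT_rePB against WT_PB and fell by 0.18 for WT_rehyPB against WT_hyPB. WT_rePB also had the highest file totals, and per 1000000 reads of the total the average effect was 0.01. The gene share changed by 0.05 points (exact permutation p = 0.885, adjusted p = 0.885), made of −0.77 and 0.86 points in the 2 pairs, and its direction depended on which libraries entered. The gene-end share was lower by 1.49 points (−1.49, exact permutation p = 0.005, the smallest possible, adjusted p = 0.0125), with −1.65 points in the parental and −1.33 in the hyperactive background. Group means were 32.3% ± 0.11 in WT_PB, 33.5% ± 0.15 in WT_hyPB, 30.7% ± 0.24 in WT_rePB and 32.1% ± 0.16 in WT_rehyPB (SD, n = 3 each). Thinning to equal site numbers gave −1.24 points, no longer past the threshold (exact permutation, adjusted p = 0.133).

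**Figure D2:**
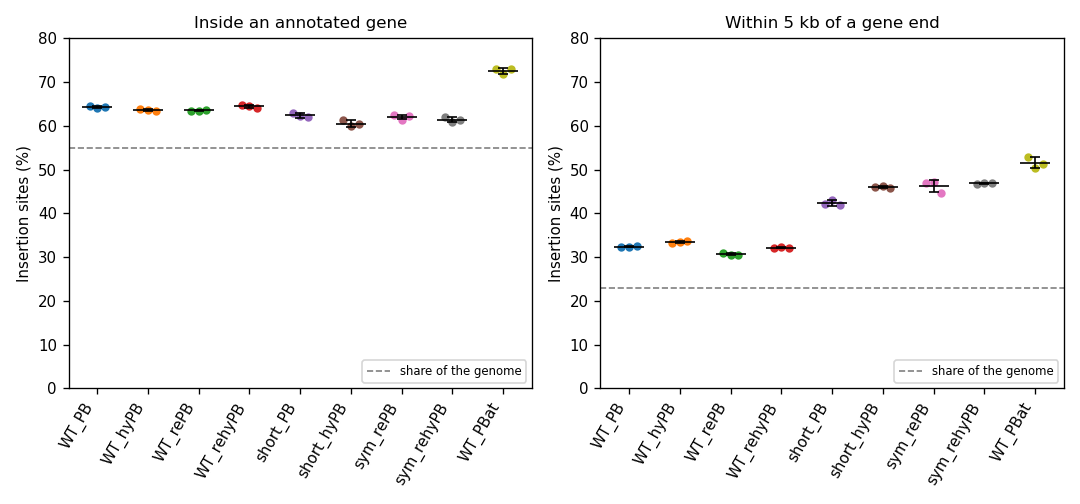
Share of insertion sites (percent) inside an annotated gene (left) and within 5 kb of a gene end (right), with 1 point per library, the mean and SD of the 3 replicates in black, and the share of the genome that these regions cover as a dashed line (54.9% and 22.9%). The gene-end share lies between 30.5% and 33.6% in the deep libraries and between 42.0% and 52.9% in the shallow ones.

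The short transposon was compared with the wild-type transposon under piggyBac and under hyperactive piggyBac. The number of sites was lower (−5.66 on the log2 scale), the gene share was lower (−2.47 points) and the gene-end share was higher (11.3 points), each with exact permutation p = 0.005, the smallest possible, and adjusted p = 0.0125. These directions held in both pairs. Gene shares were 62.4% ± 0.55 in short_PB and 60.5% ± 0.77 in short_hyPB, against 64.3% ± 0.18 in WT_PB and 63.6% ± 0.22 in WT_hyPB (SD, n = 3 each). Gene-end shares were 42.4% ± 0.62 in short_PB and 46.0% ± 0.17 in short_hyPB (SD, n = 3). The wild-type libraries are far deeper, and matching the depth changed the picture. At matched depth the number of sites was higher with the short transposon by 2.72 on the log2 scale. The gene share was higher by 1.09 points, no longer past the threshold (exact permutation, adjusted p = 0.0667). Matching left means of 765 sites in WT_PB and 1770 in WT_hyPB, mainly tall peaks, against 8393 in short_PB and 6863 in short_hyPB. The 2.72 therefore depends on peak heights as well as on the number of insertions. Sites thinned to equal numbers regardless of height gave −2.42 points for the gene share and 11.8 for the gene-end share. The gene-end share at matched depth was 42.1% ± 0.68 in WT_PB against 42.6% ± 0.45 in short_PB, within the spread between replicates. It was 41.8% ± 1.52 in WT_hyPB against 46.2% ± 0.18 in short_hyPB (SD, n = 3), and the average difference was 2.45 points (exact permutation, adjusted p = 0.0455, against 0.0111 to 0.0781 over the alternatives).

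The symmetric transposon was compared with the wild-type transposon under re-engineered and re-engineered hyperactive piggyBac. The number of sites was lower (−7.01 on the log2 scale), the gene share was lower (−2.28 points) and the gene-end share was higher (15.1 points), each with exact permutation p = 0.005, the smallest possible, and adjusted p = 0.0125. The gene share was 62.0% ± 0.54 in sym_rePB and 61.4% ± 0.52 in sym_rehyPB, against 63.5% ± 0.09 in WT_rePB and 64.4% ± 0.29 in WT_rehyPB (SD, n = 3 each). Matching the depth reversed the number of sites to 1.45 on the log2 scale and the gene share to 1.81 points. It again left mainly tall peaks in the wild-type libraries, with means of 759 sites in WT_rePB and 1924 in WT_rehyPB. Thinned to equal site numbers regardless of height, the effects were −2.28 points on the gene share and 15.2 on the gene-end share. The higher gene-end share remained at matched depth, with 36.9% ± 1.81 in WT_rePB against 46.2% ± 1.10 in sym_rePB, and 39.8% ± 1.40 in WT_rehyPB against 47.1% ± 0.37 in sym_rehyPB (SD, n = 3 each), a mean difference of 8.34 points.

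The piggyBat system was compared with piggyBac, each with its own wild-type transposon. With 3 libraries against 3 the exact permutation test cannot give a p under 0.1. The number of sites (−5.72 on the log2 scale), the gene share (8.29 points) and the gene-end share (19.2 points) each reached that value, and the groups did not overlap (adjusted p = 0.125). The gene share was 72.6% ± 0.66 in WT_PBat and 64.3% ± 0.18 in WT_PB, and the gene-end share was 51.6% ± 1.23 in WT_PBat and 32.3% ± 0.11 in WT_PB (SD, n = 3 each). Matching the depth, which left a mean of 352 sites in WT_PB, mainly tall peaks, reversed the number of sites, to 4.31. It left gene shares of 72.6% ± 0.67 and 61.0% ± 2.22 and gene-end shares of 52.1% ± 1.43 and 43.3% ± 2.43 in WT_PBat and WT_PB (SD, n = 3), differences of 11.5 and 8.74 points.

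These shares went with peak height. In WT_PB, the gene-end share rose from 29.7% ± 0.31 at heights of 5 to 6 to 41.3% ± 0.83 at heights of 50 and above, while the gene share went from 65.2% ± 0.12 to 60.8% ± 0.24 (SD, n = 3). In WT_PBat the gene-end share rose from 48.6% ± 2.34 at heights of 5 to 6 to 63.3% ± 1.35 at heights of 20 to 49 (SD, n = 3). In sym_rehyPB it did not rise throughout, with 48.7% ± 0.64 at heights of 7 to 9 and 48.3% ± 3.83 at heights of 10 to 19 (SD, n = 3).

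**Figure D3:**
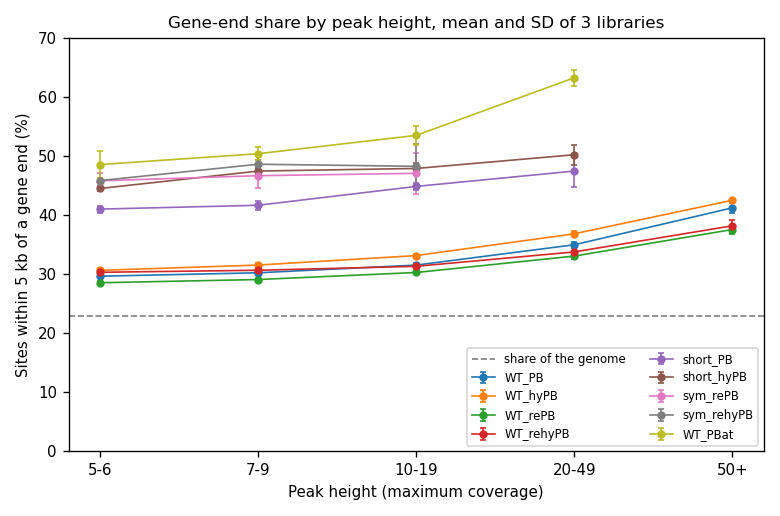
Share of insertion sites within 5 kb of a gene end (percent) by class of peak height (maximum coverage), with the mean and SD of 3 libraries per group and the share of the genome as a dashed line. A class is drawn where each of the 3 libraries has at least 50 sites in it, and the share in WT_PB goes from 29.7% in the lowest class to 41.3% in the highest.

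Replicate sharing differed between groups, and it depended on linked libraries. In WT_hyPB, replicates 1 and 2 shared 75.4% and 76.3% of their sites with one another, against 28.6% and 29.0% with replicate 3. In WT_PBat, replicates 1 and 3 shared 52.5% and 42.5% of their sites, against 9.23% and 8.55% with replicate 2. Peak heights at the shared sites differed by more than counting error in both linked pairs (chi-square per degree of freedom of 1.80 and 5.62). Heights are not independent counts, and no library known to be sequenced or amplified again gave a reference value. The test therefore cannot show that the linked libraries are separate. They were kept as separate replicates, as labelled, but they are not independent in the way the other pairs are. Counted against both other replicates, sharing was 31.0% ± 1.67 in WT_PB, 63.3% ± 29.0 in WT_hyPB, 29.4% ± 0.39 in WT_rePB, 24.4% ± 1.35 in WT_rehyPB, 13.6% ± 0.56 in short_PB, 33.3% ± 1.21 in short_hyPB, 30.3% ± 2.98 in sym_rePB, 30.1% ± 1.63 in sym_rehyPB and 37.8% ± 21.7 in WT_PBat (SD, n = 3 each). Counted against 1 other replicate at a time, with the linked pairs left out, it was 21.1% ± 1.56 in WT_PB, 27.9% ± 1.57 in WT_hyPB, 18.6% ± 0.29 in WT_rePB, 15.4% ± 1.05 in WT_rehyPB, 8.19% ± 0.28 in short_PB, 23.5% ± 0.93 in short_hyPB, 20.9% ± 1.88 in sym_rePB, 20.9% ± 1.36 in sym_rehyPB and 9.36% ± 0.88 in WT_PBat (SD, n = 3 each). The hyperactive effect on sharing was 11.7 points against both other replicates (exact permutation, adjusted p = 0.0381) and 4.60 points per pair with linked libraries averaged (exact permutation, adjusted p = 0.0378, against 0.0333 to 0.351 over the alternatives). The re-engineering effect was −20.2 points (exact permutation, adjusted p = 0.0222) and −7.31 per pair. It ranged from −23.2 to −0.31 over the alternatives (exact permutation, adjusted p from 0.00909 to 0.133). The value of −0.31 came with thinning to equal site numbers, and linked libraries averaged gave −3.26. The short-transposon effect was −23.7 points (exact permutation, adjusted p = 0.0381) and −8.44 per pair. The symmetric-transposon effect was 3.33 points (exact permutation, adjusted p = 0.0583) and 3.88 per pair, where it was past the threshold (exact permutation, adjusted p = 0.00909, against 0.00909 to 0.65 over the alternatives). The piggyBat difference of 6.80 points (exact permutation p = 0.7, adjusted p = 0.737) changed direction to −11.5 per pair. It was −19.9 with linked libraries averaged, but 29.2 with depth matched and 14.9 thinned to equal site numbers. Such thinning lowers sharing by construction, most in the deep libraries, so the −0.31 and the 14.9 carry little about the groups. WT_hyPB replicates 1 and 2 also enter the other comparisons of that group. Averaging them left the gene-end share effects of the hyperactive transposase and of re-engineering past the threshold, at 1.74 and −1.51 points.

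**Figure D4:**
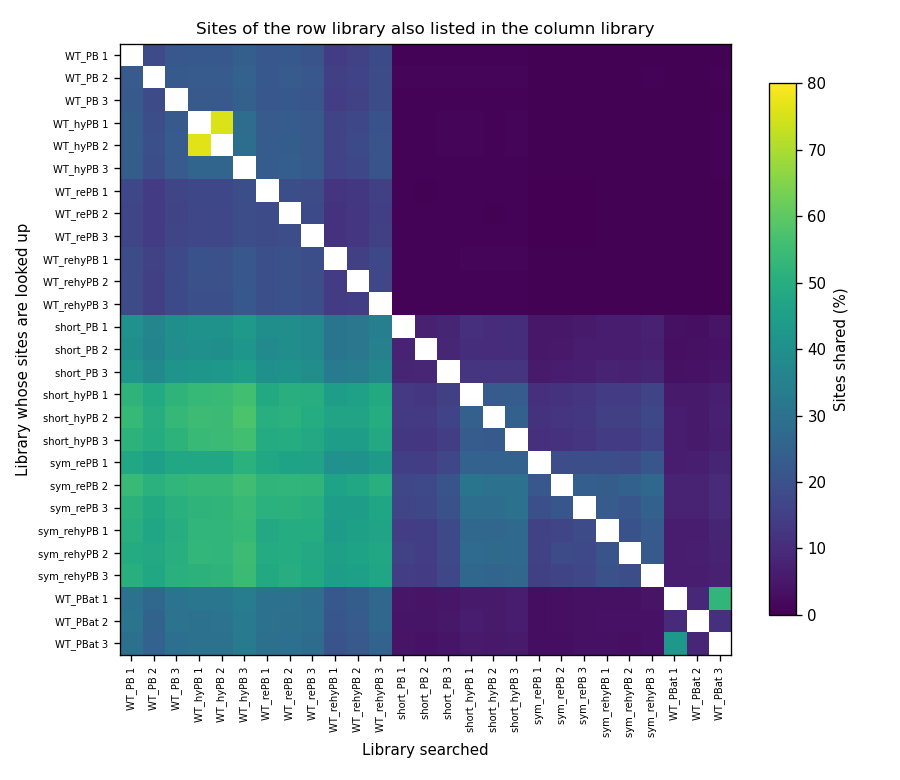
Percent of the sites of the library in each row that are also listed at the same position in the library of each column, for all 27 libraries (the diagonal is blank). WT_hyPB replicates 1 and 2 reach 75.4% and 76.3%, and WT_PBat replicates 1 and 3 reach 52.5% and 42.5%, above all other pairs of replicates.

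Along the genome, limma called 0 of 586 bins of 5 Mb for the hyperactive effect, with 90 bins at an unadjusted p under 0.05. It called 181 of 592 bins for the re-engineering effect, 108 higher and 73 lower. For the short transposon it called 394 of 585 bins, 141 higher and 253 lower, for the symmetric transposon 381 of 586, 121 higher and 260 lower, and for piggyBat 401 of 585, 136 higher and 265 lower. The median change over all bins was −0.32, −0.49 and −0.46 on the log2 scale in these last 3 comparisons, so directions are relative to the scale chosen. With the median over bins as the scale the splits were 47 higher and 96 lower for re-engineering, 207 and 146 for the short transposon, 211 and 126 for the symmetric transposon and 235 and 127 for piggyBat. At matched depth these last 3 comparisons called 12 of 328, 11 of 139 and 2 of 233 bins. Matching left the wild-type groups with means of 352 to 1924 sites, and recovery was not simulated at those numbers, so a loss of power was not separated from an effect of depth. Thinned to equal site numbers they called 57 of 231, 94 of 216 and 70 of 226.

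The bins with the largest changes under re-engineering were on chromosome 21 from 5 to 10 Mb with 18 protein-coding genes (0.71 ± 0.17 log2, SE, limma adjusted p = 0.00244), chromosome 18 from 80 to 85 Mb with 3 (0.60 ± 0.14, limma adjusted p = 0.00176) and chromosome X from 95 to 100 Mb with 3 (0.36 ± 0.09, limma adjusted p = 0.00244). They held few sites, with 14 to 22 per library in WT_PB and 27 to 38 in WT_rePB for the first. Scaled to a common total of sites, the first bin had means of 46.1 ± 11.3 in WT_PB and 59.6 ± 10.5 in WT_rePB (SD, n = 3). The scaled means were 45.6 ± 2.97 in WT_hyPB and 95.8 ± 10.9 in WT_rehyPB (SD, n = 3). The change in this bin was therefore larger in the hyperactive background. In the parental background it was within the spread between replicates. For the short transposon the largest changes were losses on chromosome 13 from 65 to 70 Mb (−2.86 ± 0.37), chromosome 3 from 165 to 170 Mb (−2.72 ± 0.60) and chromosome 12 from 80 to 85 Mb (−2.71 ± 0.42). In the first of these, 316 to 410 sites per library in WT_PB stood against 0 to 2 in short_PB, and 328 to 343 in WT_hyPB against 0 to 1 in short_hyPB. For the symmetric transposon they were losses on chromosome 6 from 80 to 85 Mb, chromosome 5 from 100 to 105 Mb and chromosome 3 from 165 to 170 Mb, with 0 to 2 sites per symmetric library in each and 553 to 1130 per wild-type library. For piggyBat they were losses on chromosome 4 from 160 to 165 Mb and from 175 to 180 Mb and on chromosome 6 from 100 to 105 Mb, with 0 to 1 sites per WT_PBat library and 489 to 907 per WT_PB library. The counts per library are not scaled, and the wild-type piggyBac libraries hold far more sites in total. Fitted fold changes for libraries with so few sites depend on the prior count and are no bounds.

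The protein-coding gene with the most sites in all 9 groups was PCDH7 (chromosome 4, 30720369 to 31146800, GRCh38). It held 34.3 ± 2.37 of every 10000 sites in WT_PB, 34.8 ± 0.61 in WT_hyPB, 23.1 ± 0.41 in WT_rePB, 30.1 ± 1.74 in WT_rehyPB, 115 ± 10.5 in short_PB, 179 ± 16.4 in short_hyPB, 261 ± 22.4 in sym_rePB, 235 ± 4.06 in sym_rehyPB and 67.4 ± 11.2 in WT_PBat (SD, n = 3 each). The runner-up was ZBTB20 (chromosome 3, 114314500 to 115147288) in WT_PB, WT_hyPB and WT_rehyPB, with 16.9 ± 0.42, 17.2 ± 0.57 and 12.9 ± 0.77 of 10000 sites (SD, n = 3). It was VTI1A (chromosome 10, 112446988 to 112855368) in WT_rePB, with 11.9 ± 0.20, and in short_PB, short_hyPB, sym_rePB and sym_rehyPB, with 37.6 ± 3.36, 61.3 ± 3.71, 85.7 ± 9.83 and 80.9 ± 8.62 of 10000 sites (SD, n = 3). In WT_PBat it was VMP1 (chromosome 17, 59707654 to 59842255), with 32.3 ± 7.33 of 10000 sites (SD, n = 3). Sites were not assigned to exons or introns. The summed number of sites favours long genes, since PCDH7 spans 426 kb, ZBTB20 833 kb, VTI1A 408 kb and VMP1 135 kb.

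**Figure D5:**
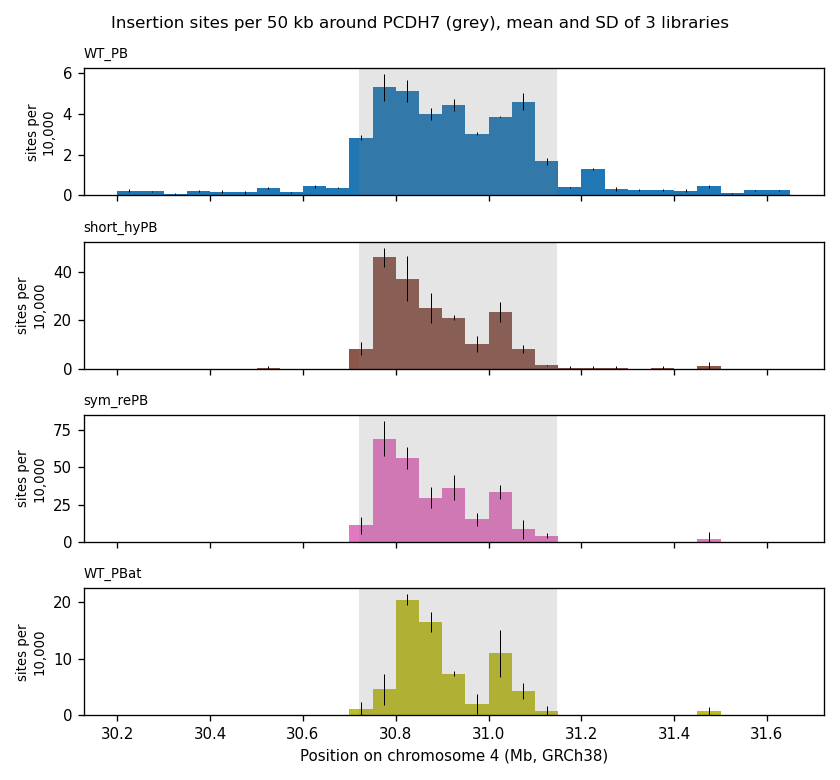
Insertion sites per 50 kb of chromosome 4 around PCDH7 (grey), as sites per 10000 of the library, with bars for the mean and lines for the SD of 3 libraries, in 4 of the 9 groups and with a separate vertical scale in each panel. The dense stretch begins and ends close to the annotated ends of the gene at 30720369 and 31146800.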

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

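Every test of an explanation in this part was chosen only after the result it bears on was seen. Each result below stands here because the pairs of groups behind 1 effect differed from one another in an exact permutation test of that difference, with p adjusted over 16 tests. For depth, all libraries of a comparison were thinned to its smallest file total and the difference between pairs was tested again. Thinning assumes that the constant in each file is its total of reads. It cut wild-type libraries below the site numbers of the short and symmetric ones, so that equal totals did not mean equal sensitivity.

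The hyperactive effect on the number of sites differed between its 4 pairs (adjusted p = 0.0004, exact permutation), and the 3 libraries of each group moved without overlap in opposite directions in some pairs. With the libraries at 1 depth the pairs still differed (exact permutation p = 0.000163), but the order of the pairs changed, with effects of −0.04, 1.65, −1.06 and 0.63 on the log2 scale. The difference between the pairs with wild-type ends is a contrast of 4 groups. The same contrast is the difference of the re-engineering effect between backgrounds, treated below. It reversed here, from 0.09 and −0.56 to −0.04 and 1.65, so depth cannot be told apart from the transposase for these pairs. The short and the symmetric transposon kept their opposite directions at 1 depth and differed with exact permutation p = 0.005, the smallest possible, which argues against depth as the whole cause for these pairs. For the difference between wild-type ends and the other transposons, depth cannot be told apart from the transposon, because the order of the 4 pairs changed. The hyperactive effect on the gene share also differed between pairs (adjusted p = 0.0141, exact permutation). At 1 depth it differed in the same order (exact permutation p = 0.00751), with −0.64, 2.69, −2.52 and 0.28 points. That depth left a mean of 765 sites in WT_PB, too few to place the pairs with wild-type ends closely. The symmetric pair also changed sign, from −0.59 to 0.28. For the pairs with wild-type ends the difference held at a greater depth, treated below, which argues against depth as the whole cause there. For the other pairs depth cannot be told apart. A dependence of the hyperactive effect on the form of transposase and transposon remains a hypothesis.

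The hyperactive effect on the gene-end share differed in size between pairs (adjusted p = 0.0267, exact permutation). At 1 depth the difference remained (exact permutation p = 0.00896), but with −0.19 and −0.34 points for the pairs with wild-type ends and 4.68 and 1.52 for the short and symmetric transposons. The short and the symmetric transposon still differed from one another in the same order (exact permutation p = 0.01), which argues against depth as the whole cause for these pairs. For the pairs with wild-type ends it cannot be told apart, since that depth leaves too few sites to show a change of their size. With depth matched within each pair the effect with wild-type ends was still positive, with 32.5% ± 0.24 in WT_PB against 33.8% ± 0.21 in WT_hyPB and 31.2% ± 0.22 in WT_rePB against 32.2% ± 0.21 in WT_rehyPB (SD, n = 3 each).

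The hyperactive effect on replicate sharing differed between pairs (adjusted p = 0.0474, exact permutation). At 1 depth the pairs differed with exact permutation p = 2.5e-05, and with sharing taken per pair of replicates and linked pairs left out with exact permutation p = 7.5e-05, in both cases in another order. The difference between the pairs with wild-type ends is again the contrast behind the re-engineering effect on sharing, treated below, where neither depth nor the linked libraries accounted for the whole of it. The short and the symmetric transposon differed from one another at 1 depth as well (exact permutation p = 0.005, the smallest possible, 18.8 and −0.28 points), which argues against depth as the whole cause for these pairs. For the difference between wild-type ends and the other transposons, depth and linked libraries cannot be told apart from other explanations. Sharing was higher in short_hyPB than in short_PB by 19.7 points. Neither group holds a linked pair, so the linked pairs defined above are not the source. Linked pairs were picked out against the other pairs of their own group. A relation among all libraries of short_hyPB would therefore have gone unseen, and it stays open. A difference in the number of cells or insertions that entered each library could also produce the 19.7 points and was not tested.

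The re-engineering effect on the number of sites differed between the parental and the hyperactive background (adjusted p = 0.0133, exact permutation), and so did its effect on the gene share (adjusted p = 0.0133, exact permutation), with opposite directions and no overlap for the gene share. At 1 depth both differences were still there, each with exact permutation p = 0.005, the smallest possible, with 0.22 and −0.10 on the log2 scale for the number and −0.89 and 0.94 points for the gene share. For the gene share, depth as the whole cause is not in keeping with these values. For the number of sites, the range of the effects shrank from 0.65 to 0.32 at this depth of 8118085 reads. Thinned to 179014 reads, the same contrast reversed, with hyperactive effects of −0.04 and 1.65 for the pairs with wild-type ends. For the number of sites depth therefore cannot be told apart from the transposase. That re-engineering and the hyperactive changes depend on one another may be a biological explanation. Differences between cell cultures or library preparations were not tested, because the labels give no batch.

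The re-engineering effect on replicate sharing differed between backgrounds (adjusted p = 0.032, exact permutation). Depth left the difference in place (exact permutation p = 0.02, −3.03 and −39.0 points). With sharing taken per pair of replicates, linked pairs left out and linked libraries averaged, the range of the effects shrank from 25.7 to 9.54 points, and the effects of −2.54 and −12.1 points still differed (exact permutation p = 0.005, the smallest possible). This argues against the linked pair in WT_hyPB as the whole cause, while the smaller range shows what it adds.

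The short-transposon effect differed between piggyBac and hyperactive piggyBac for the number of sites (adjusted p = 0.0133, exact permutation) and for the gene-end share (adjusted p = 0.0133, exact permutation). At 1 depth both still differed in the same order (exact permutation p = 0.01 and p = 0.015). The effects were 3.47 and 2.45 on the log2 scale and 0.46 and 5.32 points. For the gene-end share this argues against depth as the whole cause. The effects on the number were opposite in sign to those without thinning (−5.45 and −5.87), so for the number depth cannot be told apart. The symmetric-transposon effect differed between the re-engineered and re-engineered hyperactive forms for the number of sites (adjusted p = 0.0133, exact permutation) and for the gene share (adjusted p = 0.0267, exact permutation). At 1 depth the order changed for the number (exact permutation p = 0.01) and the difference was not past the threshold for the gene share (exact permutation p = 0.48), while the effects of 2.57 and 1.36 points were opposite in sign to those without thinning. For the symmetric transposon, depth cannot be told apart from the transposase.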

How the results depend on the processing

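Depth matching, a peak height of at least 10, sharing by peak overlap, sites scaled to the file total, averaging of linked libraries, sharing per pair of replicates and all settings of the gene-end share were chosen after the data were seen. The replicate numbers do not appear to pair samples: 1 of 33 compared pairs of libraries with the same number had a correlation over 0.1.

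With the replicate block, values are unchanged by construction and only p moves. The following were no longer past the threshold: hyperactive replicate sharing (11.7), re-engineering gene-end share (−1.49) and sharing (−20.2), the short-transposon number (−5.66), gene share (−2.47), gene-end share (11.3) and sharing (−23.7), and the symmetric-transposon number (−7.01), gene share (−2.28) and gene-end share (15.1). For all of these but the 3 sharing results, exact permutation p was 0.0312, the smallest that the block allows with 2 pairs of groups. A clearer effect could not have lowered it. Their adjusted p of 0.0781 (exact permutation) also depends on how many of the other tests were as small. Hyperactive sharing was not at the smallest p (exact permutation p = 0.0605, adjusted p = 0.114). The hyperactive effect on the gene-end share passed under the same block (exact permutation, adjusted p = 0.0391). Re-engineering and short-transposon sharing were not at the smallest p either (exact permutation p = 0.0625 for both).

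With depth matched, the short-transposon number (2.72), gene share (1.09) and sharing (5.78), the symmetric-transposon number (1.45) and gene share (1.81) and the piggyBat number (4.31) reversed. Symmetric-transposon sharing passed the threshold (23.1), and bins called fell to 12, 11 and 2 for short, symmetric and piggyBat, with fewer bins tested. Scaled to the file total, the short-transposon number (−0.26) was no longer past the threshold and the piggyBat number (0.14) reversed. The direction of the number of sites therefore depends on how depth is handled.

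Thinned to equal site numbers, hyperactive sharing (1.52) and the re-engineering gene-end share (−1.24) were no longer past the threshold. The re-engineering gene share (−0.34) and short-transposon sharing (10.5) reversed, and symmetric-transposon sharing passed the threshold (25.6). Keeping 2814 sites per library at random lowers exact sharing by construction, far more in the deep libraries than in the shallow ones. The sharing values in this setting therefore carry little about the transposons or transposases. Bins called were 0 for re-engineering (22 at an unadjusted p under 0.05), 57 for short, 94 for symmetric and 70 for piggyBat. Fewer bins were tested here. On simulated data thinned in the same way 12.2% of changed bins were recovered for re-engineering.

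With linked libraries averaged, hyperactive sharing (3.22) and short-transposon sharing (−6.68) were no longer past the threshold and piggyBat sharing (−19.9) reversed. In this setting the linked libraries have 1 replicate left to share with and the others 2, which lowers the former by construction. Per pair of replicates with linked pairs left out, which has no such bias, the hyperactive, re-engineering and short-transposon effects on sharing kept their direction and stayed past the threshold, symmetric-transposon sharing passed it (3.88) and piggyBat sharing reversed (−11.5). With sharing within 100 bp, the hyperactive (10.8) and re-engineering (−16.9) effects on sharing were no longer past the threshold and the symmetric one (−2.49) reversed. By peak overlap, re-engineering sharing (−17.8) was no longer past it. Symmetric-transposon sharing passed it with the upper part of the scores (5.38), with sites within 100 bp merged (3.87) and with a height of at least 10 (8.56). Apart from the linked libraries and that bias, the cause was not tested.

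For bins, voom weights called 66 for the hyperactive effect, where the other settings with all samples called 0. Bins of 1 Mb, with more tests, called 338 for re-engineering, 1216 for short, 1363 for symmetric and 1396 for piggyBat. A prior of 2 sites altered the balance of bins higher and lower, to 196 and 185 for short, 234 and 147 for symmetric and 185 and 218 for piggyBat. With that prior, simulated data with no change gave 79, 245 and 50 calls in these comparisons.

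Without each sample in turn, hyperactive sharing ran from 2.73 to 14.9, re-engineering sharing from −26.5 to −2.28, short-transposon sharing from −29.9 to −5.70, symmetric-transposon sharing from −2.11 to 8.80 and piggyBat sharing from −21.5 to 17.1. The call or the direction changed in 17 of 24, 6 of 12, 8 of 12, 9 of 12 and 2 of 6 of these fits, in the same order, also where the effect was larger, as for hyperactive sharing without WT_PB replicate 1 (14.3, exact permutation, adjusted p = 0.103, from 0.00909 to 0.268 over these fits). Sharing falls by construction when 1 of 3 replicates is removed. The linked libraries gave the lowest hyperactive and piggyBat values: hyperactive sharing was 2.78 and 2.73 without WT_hyPB replicate 1 or 2, and piggyBat sharing was −21.2 and −21.5 without WT_PBat replicate 1 or 3. For symmetric-transposon sharing the extremes came without sym_rePB replicate 2 (−2.11) and without WT_rePB replicate 2 (8.80). The re-engineering gene share ran from −0.0158 to 0.127. It was negative without WT_hyPB replicate 3 (−0.0158) and without WT_rehyPB replicate 1 (−0.0101). Bins called for the hyperactive effect ran from 0 to 2, with 1 without sym_rePB replicate 2 and 2 without sym_rePB replicate 3. Bins ran from 147 to 190 for re-engineering, from 361 to 402 for short, from 353 to 394 for symmetric and from 336 to 452 for piggyBat. The effects on number, gene share and gene-end share not named here kept their direction and their side of the threshold in each of these fits.

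The windows of 1 kb and 10 kb, protein-coding genes only, and bins without a filter left each result computed under them with its direction and side of the threshold, or its count within 1.5 times. Not run were sites on the target sequence only, a tolerance of 5 bp around it, and the shares by target, start site and sense, since no genome sequence or gene strand was used here.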

Other observations

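Every test in this part was chosen only after the result was seen.

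Depth was weighed as the source of the higher gene-end share with short, symmetric and piggyBat transposons, since all of these libraries are shallow and taller peaks lay nearer to gene ends. With depth matched within each pair, the difference was 0.46 points for short_PB against WT_PB, under the summed SDs of the groups. Depth may therefore account for this pair. The difference was 4.45 points for short_hyPB against WT_hyPB, 9.30 for sym_rePB against WT_rePB, 7.37 for sym_rehyPB against WT_rehyPB and 8.74 for WT_PBat against WT_PB, each over the summed SDs. The criterion of summed SDs was adopted after these values were seen. Under the criterion used first, that the mean difference shrink to under 0.5 of its size, depth would have been kept as the source for the short transposon (from 11.3 to 2.45 points) and for piggyBat (from 19.2 to 8.74), and not for the symmetric transposon (from 15.1 to 8.34). Under the later criterion depth as the whole cause is excluded for the last 4 pairs, and only as far as thinning of peak heights stands for shallower sequencing. Library complexity, which the files do not give, stays open, and so does an effect of the transposon.

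WT_hyPB replicates 1 and 2 and WT_PBat replicates 1 and 3 share most or many of their sites. If 1 library had been sequenced under both names, heights at shared sites would differ little. The chi-square per degree of freedom was 1.80 and 5.62, against 11.3 to 11.4 and 7.94 to 8.84 for the other pairs of these groups. Heights are not independent counts, and no reference value for a library sequenced or amplified again was available. These values therefore leave that explanation open. If a part of 1 library had entered the other, the best-supported sites would be shared in 1 direction. At least 95.0% of the best-supported 5% of sites in WT_hyPB and 92.8% in WT_PBat were found in the other library in both directions. Libraries prepared separately from cells of a common transfected culture could give such values, as could mixing in both directions. Neither was tested.

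Positions shared between libraries of the short and symmetric groups mostly had the same orientation, with a median over pairs of 84.2%, against 64.0% between libraries with wild-type ends. The median was 82.3% between these groups and piggyBat, and 58.1% between these groups and libraries with wild-type ends (52.6% to 62.4% over 144 pairs). Chance hits of the same target would give no preference. Reads carried over among the short and symmetric libraries would leave no trace in the wild-type libraries. Where WT_PB replicate 1 held both orientations, the orientation found in 10 to 12 of the short and symmetric libraries was the higher one at 90.3% of 62 positions (95% Wilson interval 80.5% to 95.5%), against 65.3% for an orientation found in 1 library. In WT_hyPB replicate 1 it was 87.9% against 65.3%, in WT_rehyPB replicate 1 82.1% against 58.5%, and in WT_rePB replicate 1 78.2% (95% Wilson interval 65.6% to 87.1%) against 63.6%. A candidate explanation is a preference for orientation at favoured positions. Reads carried over from the deep libraries into the shallow ones would also follow the higher orientation. At positions where a deep library lists 1 orientation only, oriented sites in 10 to 12 short and symmetric libraries matched it at a median of 58.7%, against 87.3% for sites of other deep libraries thinned to the smallest shallow total, which taken alone argues against carry-over. Most sites without a match lay inside a same-strand peak of the deep library, where its own sites can be hidden, and with these counted as matches the median was 98.9%. This last count was added after the 58.7% was seen. Of the 176 oriented sites in 10 to 12 short and symmetric libraries, 0 lay outside every same-strand peak of the 12 deep libraries, as 8222 of the 40819 oriented sites in 1 library did. Carry-over from the deep libraries and a preference for orientation cannot be told apart for the recurring sites.

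Of the 525 best-supported oriented sites in short_PB replicate 1, 305 were not listed in the same orientation in WT_PB replicate 1. Merging of neighbouring peaks in the deep library could hide them. Of the missing sites 36.1% lay inside a same-strand peak, against 10.3% after a shift by 1000 bases. However, 28.5% lay inside a peak of the other strand, which merging on 1 strand does not explain. Positions that WT_PB replicate 1 lists in the other orientation only are part of this 28.5% by construction, and they were not counted apart. For short_hyPB replicate 1 these shares were 74.4%, 19.6% and 61.4%. Merging cannot be told apart from a general closeness of these sites to dense regions.

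The density of sites in PCDH7 was between 16.6 and 187 times the genome average in the group means. A gain of copies reaching past the gene would raise its flanks as well. The flanks, each of the gene's own length, had at most 3.11 times the average in any group mean. This is not in keeping with such a gain as the whole cause. With wild-type piggyBac ends, group means were 1.57 to 2.23 in the left flank and 2.42 to 3.11 in the right. In WT_PBat both were 0.60 ± 0.53 (SD, n = 3). A part played by such a gain is not excluded. A gain confined to the gene was not tested, and no biological explanation was tested.

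For the bins of 5 Mb, the samples were also split in other ways within the pairs of groups. Of 100 splits, the real one included, 1 gave as many bins for re-engineering (the largest other split gave 27), 1 for the short transposon (154) and 1 for the symmetric transposon (0). For the hyperactive effect the real count was 0, which all 100 splits reach by construction, so the splits say nothing about it. The real split had 90 bins at an unadjusted p under 0.05, a count not taken for the other splits. For piggyBat 1 of 10 splits, the real one, gave as many bins, and 10 splits cannot give a share under 0.05. The largest other split gave 0 bins against 401 for the real one, and data simulated without change gave 0 of 586, with 44 at an unadjusted p under 0.05.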
